# An Induced Chromosomal Translocation in Soybean Disrupts a *KASI* Ortholog and Is Associated with a High-Sucrose and Low-Oil Seed Phenotype

**DOI:** 10.1534/g3.116.038596

**Published:** 2017-02-22

**Authors:** Austin A. Dobbels, Jean-Michel Michno, Benjamin W. Campbell, Kamaldeep S. Virdi, Adrian O. Stec, Gary J. Muehlbauer, Seth L. Naeve, Robert M. Stupar

**Keywords:** soybean, fast neutron, translocation, sucrose, oil

## Abstract

Mutagenesis is a useful tool in many crop species to induce heritable genetic variability for trait improvement and gene discovery. In this study, forward screening of a soybean fast neutron (FN) mutant population identified an individual that produced seed with nearly twice the amount of sucrose (8.1% on dry matter basis) and less than half the amount of oil (8.5% on dry matter basis) as compared to wild type. Bulked segregant analysis (BSA), comparative genomic hybridization, and genome resequencing were used to associate the seed composition phenotype with a reciprocal translocation between chromosomes 8 and 13. In a backcross population, the translocation perfectly cosegregated with the seed composition phenotype and exhibited non-Mendelian segregation patterns. We hypothesize that the translocation is responsible for the altered seed composition by disrupting a β-ketoacyl-[acyl carrier protein] synthase 1 (*KASI*) ortholog. *KASI* is a core fatty acid synthesis enzyme that is involved in the conversion of sucrose into oil in developing seeds. This finding may lead to new research directions for developing soybean cultivars with modified carbohydrate and oil seed composition.

Seed composition traits are important targets for soybean [*Glycine max* (L.) Merr.] improvement as human and animal nutrition is largely dependent on the quality and quantity of seed constituents. Modern soybean cultivars contain ∼40% protein, 20% oil, 5% ash, and 35% carbohydrates on a dry matter basis. Of the carbohydrates, 11% are soluble, with sucrose contributing the largest portion (2.5–8.2% total dry seed weight) (Hymowitz *et al.* 1972; Openshaw and Hadley 1978; Liu 1997). The demand for high-quality soybeans has driven breeders to select for lines with higher protein, higher oil, and improved carbohydrate profiles (increased sucrose content and decreased raffinose and stachyose) (Taira 1990; Hagely *et al.* 2013).

Targeted improvement in soybean seed composition profiles is a goal for many breeding and genetic engineering programs (Hymowitz *et al.* 1972; Mazur *et al.* 1999; Herman *et al.* 2003; Fehr 2007). To increase the efficiency and precision of altering these traits, an understanding of the genes that regulate seed composition is needed. Many studies have been conducted to understand the metabolic pathways governing the accumulation of seed constituents; however, much less is known about the regulation of the partitioning between the various pathways (Ruuska 2002; Santos-Mendoza *et al.* 2008; Chen *et al.* 2009; Weselake *et al.* 2009; Hutcheon *et al.* 2010; Bates *et al.* 2013). A comprehensive understanding of the genes that regulate seed metabolism can inform and enable molecular breeding approaches for the development of novel seed composition traits. For example, the development of high-oleic acid soybean lines has been achieved through the identification and utilization of mutations in fatty acid desaturase genes (Pham *et al.* 2010; Haun *et al.* 2014). In order to facilitate future genetic gains, it is important to identify new genetic variation that can be utilized by breeders to improve seed composition.

Mutagenized populations, created via irradiation or chemical mutagenesis, serve as valuable tools for creating new phenotypic variation and studying gene function. Chemical mutagens, such as ethyl methanesulfonate or N-methyl-N-nitrosourea, have been effective at producing point mutations in soybean for studying gene function (Cooper *et al.* 2008; Dierking and Bilyeu 2009; Hudson 2012). Ultraviolet, X-ray, or FNs are irradiation mutagen sources that often result in large-scale structural changes on chromosomes (Li *et al.* 2016). Soybeans have been shown to be resilient to the genome aberrations induced by FNs, including large deletions, duplications, and translocations (Findley *et al.* 2011; Bolon *et al.* 2014; Stacey *et al.* 2016). In subsequent follow-up studies, mapping has been done to associate FN-induced structural variations with traits such as alterations in seed composition, short petioles, and gnarled trichomes (Bolon *et al.* 2011, 2014; Campbell *et al.* 2016).

The overall objective of this study was to identify the causal variant underlying a soybean mutant with altered seed sucrose and oil content. A soybean FN population (Bolon *et al.* 2011, 2014) was screened and a high-sucrose/low-oil mutant was identified. This mutant line was identified as having almost twice the amount of sucrose (8.1% on dry matter basis *vs.* a wild-type value of 4.7%) and less than half the amount of oil (8.5% on dry matter basis *vs.* a wild-type value of 19.6%) as compared to wild type, while maintaining average levels of protein content (38.2% on dry matter basis *vs.* a wild-type value of 39.7%). Subsequent mapping and genomic analyses revealed that the region responsible for this trait localizes to a FN-induced translocation that disrupted the coding region of an ortholog of *KASI*, a gene involved in regulating carbohydrate metabolism during seed filling.

## Materials and Methods

### Plant material and mutant screening

A FN mutant soybean population was developed at the University of Minnesota (Bolon *et al.* 2011, 2014) through the irradiation of soybean line “M92-220” (Orf and Denny 2004) and was the source for the mutant line used in this study. The mutant of interest was identified based on its seed phenotype, which consisted of a high-sucrose and low-oil seed composition. Plants within the lineage of this mutant have been given several names in previous publications and databases, including “FN0176450,” “FN0176450.xx.xx.xx.xx.06.M7,” “2012CM7F040P06,” and “R64C50.” In this paper, this mutant will herein be referred to as either “FN0176450” or “the high-sucrose/low-oil mutant.”

The high-sucrose/low-oil mutant was first identified from a mutant screen of ∼17,000 M_2_ individuals (Bolon *et al.* 2011, 2014). Nondestructive, whole-seed phenotyping was done on the population using Near Infrared (NIR) Spectroscopy at the University of Minnesota NIR Spectroscopy lab (St. Paul, MN) using a Perten DA7200 diode array instrument (Huddinge, Sweden) equipped with calibration equations developed by Perten in cooperation with the University of Minnesota. Lines of interest based on initial phenotypic screens were advanced, including FN0176450 (Figure 1A). More detailed descriptions of the FN population have been previously described (Bolon *et al.* 2011, 2014). Briefly, single M_2_ plants were grown in a grid pattern, the resulting M_3_ seed from each individual plant was planted in plant rows, and 10 individuals were harvested from each row creating families of 10 plants each. Subsequent generations were bulk-harvested until the M_3:7_ generation (Figure 1A).

**Figure 1:**
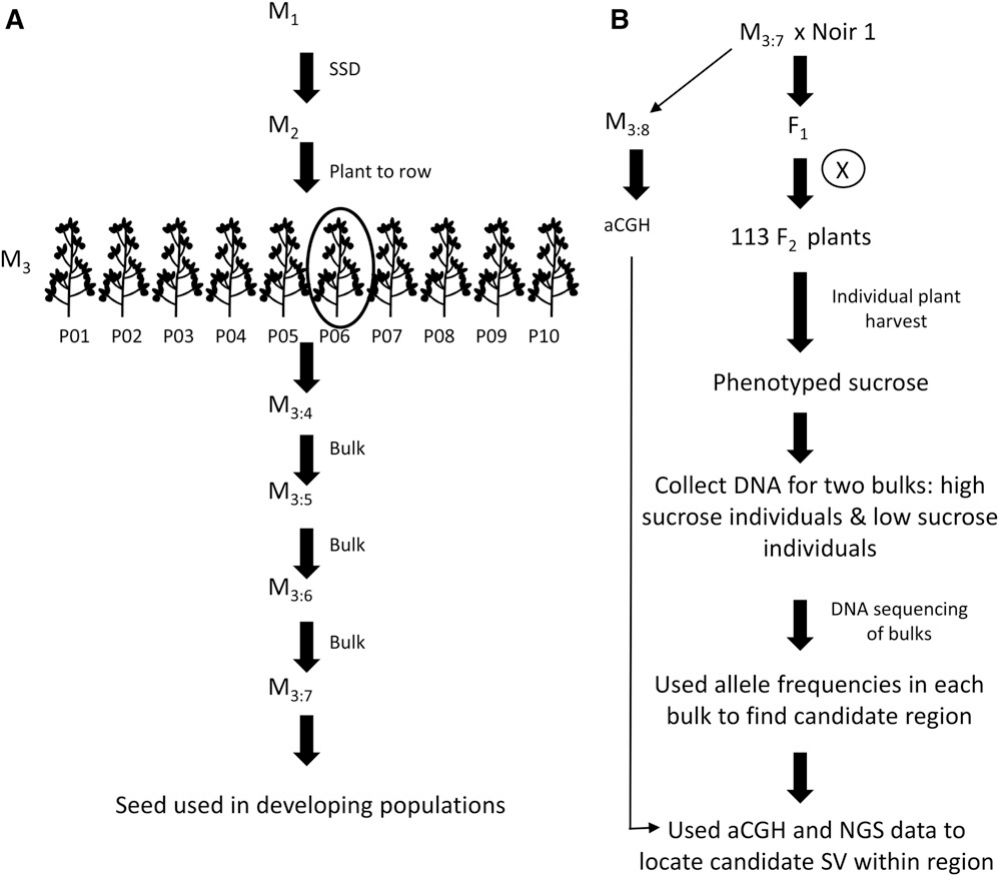
Flow chart of mutant line advancement and mapping. (A) Diagram displays how the mutants were advanced starting at the M_1_ generation. (B) A flow chart of the development of the F_2_ populations used for mapping and the steps taken to identify the structural variant associated with the phenotype of interest (high-sucrose/low-oil). aCGH, array comparative genomic hybridization; NGS, next-generation sequencing; SSD, single-seed-descent; SV, structural variation.

Two separate populations were created with FN0176450, an outcross population for mapping the causal variant and a backcross population for validating the cosegregation of the variant with the phenotype. To generate the outcross population, the M_3:7_ generation of FN0176450 was crossed to cv. “Noir 1” subline Noir1-SGC-01 (herein called “Noir 1”) (McHale *et al.* 2012). The F_1_ seed was planted in a greenhouse, and the segregating F_2_ population was grown on 30-inch rows at St. Paul, MN during the summer of 2014. All F_2_ individuals were tagged, and fresh leaf tissue was collected and freeze-dried for later DNA extraction of select individuals. The plants were individually harvested and the F_2:3_ seeds were analyzed for sucrose and oil content. The backcross population was created by crossing FN0176450 to “M92-220” (Figure 1B). The F_1_ seed was planted in a greenhouse, and the BC_1_F_2_ population was grown on 30-inch rows at St. Paul, MN during the summer of 2015. All BC_1_F_2_ individuals were tagged, and fresh leaf tissue collected and freeze-dried for later DNA extraction of all individuals. At maturity, the BC_1_F_2_ plants were individually harvested and the BC_1_F_2:3_ seeds were analyzed for sucrose and oil content.

### Seed composition phenotyping

Seed composition profiles of the high-sucrose/low-oil mutant, the wild-type line (“M92-220”), and the progeny from both the outcross and backcross populations were assessed using multiple methods. Seed composition profiles of all samples in this study were determined using NIR spectroscopy of whole seeds (described above). NIR was considered sufficient for quantifying total protein and oil composition.

Chemical analysis to determine soluble carbohydrate (sucrose, raffinose, and stachyose) content of the wild-type and high-sucrose/low-oil mutant lines was done at the University of Missouri (UMO) Agricultural Experiment Station Chemical Laboratories (Columbia, MO) where gas–liquid chromatography (GLC) was used to quantify sugar content (Bhatti *et al.* 1970; Janauer and Englmaier 1978). Further chemical analysis of seed, including the high-sucrose/low-oil mutant “M92-220” and bulks of segregating BC_1_F_2_ plants, were analyzed at Eurofins Nutrition Analysis Center (Des Moines, IA). Sucrose content at Eurofins was analyzed with the Association of Official Agricultural Chemists (AOAC) 982.14 reference method using HPLC and an Evaporative Light Scattering Detector. Crude fat/oil concentration at Eurofins was analyzed using the American Oil Chemist’s Society (AOCS) method Ac 3–44, and protein concentration at Eurofins was measured using methods AOAC 992.15, AOAC 990.03, and AOCS Ba 4e−93. These same bulks were also analyzed at the University of Tennessee gas chromatography lab (Knoxville, TN) for fatty acid composition as described in Hyten *et al.* (2004).

Wet chemistry analysis of soybean seeds is costly and requires large quantities of seed. Therefore, the hundreds of plants that required a sucrose phenotype in the segregating populations were assessed using in-house phenotyping methods. An enzymatic assay was modified from the assay described by Teixeira *et al.* (2012). Herein, this method will be referred to as the “colorimetric” assay. The assay combines the action of invertase and glucose oxidase and is adapted to a 96-well ELISA plate, allowing for high-throughput and cost-effective analysis of sucrose content on a dry weight basis (Teixeira *et al.* 2012). First, 20 seeds from each sample were ground using a Hamilton Beach chamber coffee grinder. The samples were dried in an oven at 105° for 5 hr and soluble carbohydrates were extracted with 80% ethanol at 70° for 90 min. Invertase (invertase from baker’s yeast, SKU I4504, Sigma-Aldrich) was used to hydrolyze sucrose into glucose and fructose. A glucose assay kit (Glucose assay kit, SKU 120003400A, Eton Bioscience) was used to quantify the glucose in the solution. The solution in each well became pink based on the concentration of glucose in the sample, and this was quantified by analyzing the absorbance at 490 nm with a microplate reader (BioTek Synergy 2, BioTek Instruments, Winooski, VT) and comparing observed values to a standard reference curve of known sucrose concentrations. These standard solutions were prepared using sucrose analytical standard (Sigma-Aldrich, SKU 47289) and prepared at concentrations of 0, 0.05, 0.075, 0.10, 0.125, 0.15, 0.175, 0.2, 0.225, 0.25, 0.275, and 0.30 g of sucrose/100 ml.

### Array comparative genomic hybridization (aCGH) to detect structural variants

Array comparative genomic hybridization (aCGH) is a microarray-based approach that can be used to identify structural variants, as previously described (Bolon *et al.* 2011, 2014; Haun *et al.* 2011). In this study, aCGH was performed on M_3:8_ plants that were direct descendants of the M_3:7_ mutants used in making crosses (see Figure 1B). The aCGH array (Agilent Technologies, Inc.) was utilized to compare signal intensities of mutant DNA and wild-type (“M92-220”) DNA hybridized to unique probes designed from the soybean reference genome sequence (version Glyma.Wm82.a2.v1; Song *et al.* 2016). The microarray was designed with one million probes tiled throughout the genome and spaced to enrich for genic regions. Labeling reactions with mutant (Cy3) and reference (Cy5) dye were performed with 500 ng DNA from both the FN0176450 mutant and wild-type “M92-220” leaf tissue. Labeled DNA was hybridized to the microarray for 66 hr at 67° according to the manufacturer’s instructions. Log_2_ ratios between the control and mutant hybridizations were calculated for each probe. Labeling, hybridization, washing, and data acquisition were all performed according to the manufacturer’s protocols. For each CGH run, the aberration algorithm (ADM-2) in the Agilent Genomic Workbench software (version 7.0.4.0) and the Agilent feature extraction (version 12.0.0.7) were used to extract raw data and call significant aberrations. Visual assessment of aCGH data was done using JMP Pro (version 12) software.

### BSA and next-generation sequencing (NGS)

BSA using whole-genome sequencing was performed on the F_2_ population (“Noir 1” × FN0176450) in a similar fashion as in previous experiments (Michelmore *et al.* 1991; Abe *et al.* 2012; Campbell *et al.* 2016). Two pools of bulks were created: a high-sucrose bulk and a low-sucrose bulk. These bulks consisted of 15 F_2_ individuals with the highest sucrose content in bulk 1 and 19 F_2_ individuals with the lowest sucrose content in bulk 2.

DNA from selected individuals was prepared from freeze-dried leaf tissue from the 2014 growing season. One DNeasy (QIAGEN DNeasy Plant Mini Kit) was used for each bulk using equal amounts of leaf tissue from each individual in the bulk. A total of 20 mg freeze-dried leaf tissue was used for each bulk and ground using a QIAGEN Tissue Lyser II. After DNA extraction, the bulks were sent to the University of Minnesota Genomics Center for Illumina NGS. Samples were sequenced on a HiSequation 2500 HO 100 paired-end run using v4 chemistry and run using Rapid chemistry.

The sequence data quality was checked with FastQC version 0.11.2 before and after sequence data alterations to ensure the data were of sufficient quality for downstream BSA applications. Cutadapt version 1.6 was used to trim adapter sequences and remove low-quality reads. A limit was set, at which reads were removed if adapter trimming resulted in reads smaller than 30 bp. Fastx toolkit version 0.0.14 was used to remove low-complexity sequences. Fastq quality trimmer in the fastxtoolkit was also used to remove reads with phred quality scores <20. In this pipeline, BWA mem (v. 0.7.10) was used for mapping, using the Wm82.a2.v1 reference genome sequence. A mismatch penalty was set in BWA to allow for approximately six high-quality mismatches per read. Variant calling was done using the Genome Analysis Tool Kit (GATK version 3.3 49) Unified Genotyper, calling only SNPs at Wm82.a2.v1 positions of the SoySNP50K platform (Song *et al.* 2013). Uninformative SNPs were removed, including low-quality points where the read depth was <10 and nonpolymorphic SNPs between the parents.

After uninformative data were removed, allele frequencies were calculated for each position in the two bulks. A python script (called “VCF_MAF”) was used to calculate the allele frequency of the alternate allele at each of the 50 K positions based on allele depth ratios at each position. This script was used in a previous experiment (Campbell *et al.* 2016) and is publicly available at “https://github.com/TomJKono/Misc_Utils.” To calculate the percentage of the FN0176450 parent allele in each of the bulks, reference allele frequency was used (1-alt allele frequency) if the mutant parent allele was the same as the reference (genotype Williams 82) allele. The alternate allele frequency was used if the mutant parent allele was the same as the alternate allele. The allele frequencies were plotted and visually analyzed for spreads in allele frequency between the two bulks, as previously demonstrated (Campbell *et al.* 2016). NGS was also performed on the FN0176450 line using the same sequencing pipeline as that used in the bulked samples.

### Identification and validation of a chromosomal translocation associated with the high-sucrose/low-oil phenotype

After mapping, Integrative Genomics Viewer Version 2.3 (Broad Institute) was used to analyze Illumina sequencing data of the high-sucrose/low-oil mutant line. The association between the reciprocal translocation and the altered sucrose and oil seed content phenotype was tested by phenotyping and genotyping 93 plants in the backcross BC_1_F_2_ population. Phenotyping was done using both NIR and the colorimetric assay. A scatterplot was made using the ggplot2 package in R statistical software (Vienna, Austria). Genotyping was performed using translocation-specific PCR primers (Supplemental Material, Table S1 in File S1) designed using sequencing data from FN0176450.

### Data availability

Sequencing data for FN0176450 and “M92-220” is available in the NCBI Sequence Read Archive as accession numbers SRX467183 and SRX82634, respectively. Sequencing data for the two bulked samples are publicly available in the NCBI Sequence Read Archive as accession numbers SRX2438554 and SRX2438555, respectively. The comparative genomic hybridization data for the three replications comparing FN0176450 and “M92-220” can be found as accession number GSE93411 in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo). 

## Results

### Identification and seed composition profiling of a high-sucrose/low-oil mutant

An initial screen of several thousand soybean FN plants by NIR (Bolon *et al.* 2011) identified plant FN0176450 as a seed composition mutant. This line was advanced for its high-sucrose and low-oil phenotype, along with other lines that were at least 2 SDs above or below the mean of the population for seed composition traits. The phenotype of this mutant was measured over 6 yr and consistently showed an elevated sucrose and reduced oil seed composition phenotype compared to the wild-type “M92-220” line. The protein and oil measurements were determined by NIR analysis, while the sucrose measurements were determined by a combination of NIR and GLC. Seed sucrose and oil levels were significantly different every year between FN0176450 and M92-220, while seed protein levels were not determined to be statistically different. These differences observed for sucrose and oil content over the 6 year period indicated a heritable change induced by the FN mutagen. FN0176450 also exhibited a visible phenotype in the seed, including a whiter coloration and a more wrinkled seed coat than wild-type seeds (Figure S1 in File S1).

Seed harvested from the 2015 field season were analyzed by the Eurofins Nutrition Analysis Center to validate and better quantify the seed composition differences between FN0176450 and the wild-type parent. Results from these analyses showed major differences between the mutant and wild-type lines for sucrose, oil, and fatty acids. On average, the high-sucrose/low-oil mutant seeds had a 72% increase in sucrose content compared to wild type on a total seed dry weight basis (from 4.7 to 8.1% sucrose dry weight). In addition, the high-sucrose/low-oil mutant had an average reduction of 57% in seed oil content compared to wild type on a total dry weight basis (from 19.6 to 8.5% oil dry weight). For the fatty acid portion of the seed, the high-sucrose/low-oil mutant exhibited a 25% decrease in oleic acid compared to wild type (from 28 to 21% oleic acid in total fat) and a 120% increase in linolenic acid compared to wild type (from 6.5 to 14.5% linolenic acid in total fat). There were no major differences in protein content, raffinose, stachyose, or other fatty acids (palmitic, stearic, and linoleic) between the mutant and wild-type lines.

### Sucrose and oil phenotype maps to a translocation between chromosomes 8 and 13

BSA, aCGH, and NGS were used in combination to map the high-sucrose/low-oil mutant (Figure 1). 

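Mutant plants were compared by aCGH with “M92-220”, the line that was irradiated to make the fast neutron population. In this assay DNA of a mutant plant and of “M92-220”, each labeled with its own dye, is hybridized together to an array of short probes, and a probe whose sequence is missing from the mutant gives a low ratio of mutant to “M92-220” signal. Data of 4 arrays were analyzed, each with the DNA of 1 plant. Plants 35 and 45 belonged to line P06, the ending of one of the names that the paper gives for FN0176450, and plants 15 and 39 to line P05, another plant of the same family in Figure 1A. The paper speaks of 3 replications and its text does not name their plants, so all 4 arrays are reported. Each labeling reaction took 500 ng of DNA, and the arrays were hybridized for 66 hr at 67°. Every array carried the mutant in Cy3 and “M92-220” in Cy5, with no dye swap, so a dye bias of a probe stays in its ratio and cancels only in the difference between the lines. The authors deposited the scanner software's output for each array, in which the processed signals were already background-subtracted and dye-normalized. From these, the log2 ratio of mutant over “M92-220” was taken for 951615 probes, repeated spots were averaged, and each array was centered on the median of its probes. The probes lay on the 20 chromosomes of Glyma.Wm82.a2.v1, with a median length of 60 bp and a median spacing of 474 bp. Cy3 was well above background at 99.2% of the spots for plants 15, 35 and 45 and at 98.7% for plant 39. The spread of the log2 ratio between successive probes, as the scanner software gives it, was 0.133 for plant 15, 0.144 for plant 39, 0.156 for plant 35 and 0.173 for plant 45. With 2 plants per line, the number of arrays limits the precision of every mean. Regions were called with an interval search modeled on ADM-2, the algorithm named in the methods, whose thresholds the paper's text does not state. An interval was accepted at a score of 6 and a region kept when at least 3 consecutive probes had a mean log2 ratio of -2 or lower.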

First, aCGH was conducted to locate putative structural variants throughout the genome. The analysis of the aCGH data revealed many putative homozygous deletions on chromosomes 6, 7, 8, 10, 14, 16, and 18, ranging from 38 kb to 4 Mb (Figure S2 in File S1).

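In the mean profile of the 2 P06 plants, 37 regions met these criteria, with 1361 probes and 4129 kb in all from the first to the last probe of each region. Called on its own, plant 35 had 30 regions with 4436 kb and plant 45 had 31 regions with 4460.3 kb. Chromosome 7 held 14 regions with 806 probes between positions 25564698 and 29366100, where the mean log2 ratio was -4.92 in plant 35 and -4.97 in plant 45. The longest region of all was there, from 25960198 to 26943434, with 144 probes over 983 kb. Of the 10 longest regions, 6 lay on chromosome 7 and 4 on chromosome 10. A stretch of 141 probes from 26943763 to 27269203 on chromosome 7 was not called, since its mean was 0.0054 in plant 35 and 0.023 in plant 45. Chromosome 10 held 11 regions with 473 probes, between 14796450 and 15370810 and between 19986042 and 21290005, with means of -5.19 and -5.27. On chromosome 6 there were 2 regions with 45 probes between 18128869 and 18201820, with means of -4.80 and -4.88. Chromosome 14 had 3 regions with 12 probes between 26774074 and 26801907, with means of -3.93 and -4.05. The 3 regions of chromosome 16, between 1366648 and 1611243, covered 3.81 kb, and the 4 of chromosome 18, between 13125971 and 13215670, covered 6.93 kb. The regions of chromosome 16 had means of -2.68 and -2.80 in plants 35 and 45, and of -2.70 and -2.77 in plants 15 and 39 of P05. The regions of chromosome 18 had means of -3.72 and -3.64 in the P06 plants, and of -3.79 and -3.52 in the P05 plants. No region was called on chromosome 8. In a deletion the ratio is bounded by the background: Cy3 was not well above background at 65.9% of the chromosome 7 probes in plant 35 and at 65.5% in plant 45, so the depth of these ratios is limited by the brightness of the “M92-220” signal. When regions less than 1000 kb apart were joined, 7 loci remained, from 27.8 to 3801 kb, and when only runs of at least 3 probes at or below -2 were taken, there were 101 regions. Probe by probe, limma's treat test against a log2 ratio of 1, over all 4 arrays, called 832 probes below “M92-220” and 80 above it in P06 at an adjusted p under 0.05 (Benjamini-Hochberg), and 91.1% of the lower ones were on chromosome 7, with 5 on chromosome 6 and 0 on chromosome 10. At an unadjusted p under 0.05, limma's treat over all 4 arrays counted 59 lower probes on chromosome 6 and 476 on chromosome 10. From the P06 arrays alone, the same test called 1503 probes below and 226 above. Of the lower ones, 52.0% were on chromosome 7, with 55 on chromosome 6 and 481 on chromosome 10. The fit over all 4 arrays gives both lines 1 estimate of the spread. At the chromosome 10 regions the P05 plants differed, with means of -5.16 in plant 15 and -0.026 in plant 39, which enters that estimate. The share of 91.1% therefore also reflects the P05 plants and is not a property of P06 alone.

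**Figure D1:**
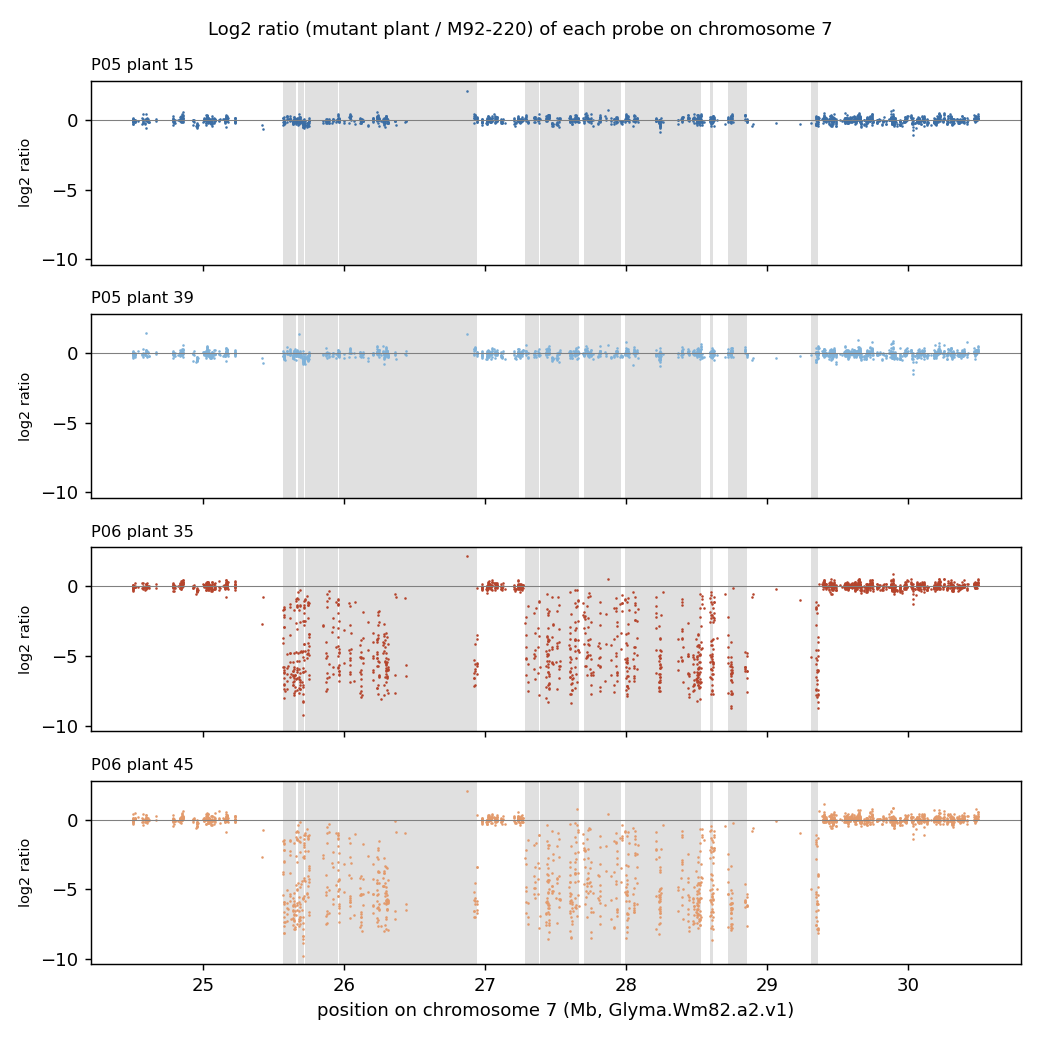
Log2 ratio of mutant plant over “M92-220” (vertical axis) of each probe by its position in Mb (horizontal axis) on the part of chromosome 7 that holds the P06 regions, with 1 panel per plant. Shaded spans are the 14 regions called in the mean profile of P06; within them the P06 plants lie mostly between -1 and -8, the P05 plants lie near 0, and all 4 plants lie near 0 in the unshaded stretch of 141 probes near 27 Mb.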

Mapping was conducted to identify the structural variant associated with the high-sucrose/low-oil seed composition phenotype. FN0176450 was crossed to genotype “Noir 1” to generate a segregating F_2_ population for mapping. The distribution of seed sucrose content for the F_2_ population, as measured by a colorimetric assay, is displayed in Figure 2A, with shaded bars indicating the individuals selected for the high- and low-sucrose bulks for BSA. Across the genome, each bulk is expected to have approximately equal ratios of DNA from each parent. However, at SNPs surrounding the causative QTL, a spread in allele frequencies is expected between the high- and low-sucrose bulks. Visual analysis was done on all 20 chromosomes for this spread in allele frequency, and a 9 Mb interval on chromosome 8 between positions ∼3 and ∼12 Mb was found to be of interest due to its conspicuous spread in allele frequencies between the two bulked samples (Figure 2B). 

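Between 3 and 12 Mb of chromosome 8, 15964 probes had a value in both P06 plants. Only 1 of them, Gm_CUST_P11209911, had a mean log2 ratio of -2 or lower. It covers positions 6358131 to 6358190, and its mean was -6.58 ± 0.28 (SD, n = 2 plants), while the next lowest probe of the interval stood at -1.48. At a threshold of -1, 3 probes of the interval were counted. In limma's model over all 4 arrays, in which both lines share 1 estimate of the spread, the P06 mean had a standard error of 1.26 and an adjusted p of 0.00948 (limma, Benjamini-Hochberg over 951298 probes). The spread at this probe came from the P05 plants. From the P06 arrays alone the adjusted p was 4.61e-12, and with plant 45 left out it was 0.0574. The setting that moved the value most was a normexp background correction of the unprocessed signals, which gave -2.39. In both P06 plants Cy3 was not well above background at this probe, so only a bound can be given: the mutant signal was at least 24.2-fold lower than the “M92-220” signal. For this bound, the lowest signal among the probes well above background on the same array stood in for the Cy3 signal.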

A closer look at the aCGH data in this interval revealed a single probe (Gm_CUST_P11209911) with a log_2_ ratio of −6.8 in FN0176450 at position 6,358,158 bp, between the fourth and fifth exon of a single gene model Glyma.08G084300 (Figure 2, C and D). Spurious data points can occur in aCGH analyses; however, this particular probe was consistently observed to indicate a deletion at this locus across three replicated aCGH hybridizations.

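Across the 4 arrays, the probe's log2 ratio was -6.38 in plant 35 and -6.77 in plant 45 of P06, -6.49 in plant 15 of P05 and -0.032 in plant 39 of P05. The Cy3 signal was 9.99, 7.90 and 10.1 in plants 35, 45 and 15, below the lowest signal of any probe well above background on those arrays, which was 35.7, 34.4 and 42.7. In plant 39 it was 883 and well above background. The Cy5 signal of “M92-220” at the probe was 836, 869, 908 and 906 on the arrays of plants 35, 45, 15 and 39. The low ratio was therefore seen in 3 of the 4 plants, and the paper's text does not say which plants its 3 hybridizations used. If they are among these 4 arrays, only plants 35, 45 and 15 match its description of the probe. In the authors' processed ratios the probe stood at -6.82 in plant 45, -6.51 in plant 15 and -6.43 in plant 35. The paper gives -6.8 in its text and -6.5 in Figure 2C. Over both P05 plants the mean was -3.26 ± 4.56 (SD, n = 2 plants), with an adjusted p of 0.0896 (limma). Leaving out plant 39 gave an adjusted p of 3.69e-10 and leaving out plant 15 gave 0.867, so 1 plant decides that value. The paper allows that aCGH can give spurious data points, and sets against this that the probe pointed to a deletion in all 3 of its hybridizations. It then went on to the sequencing reads at this position.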

**Figure 2:**
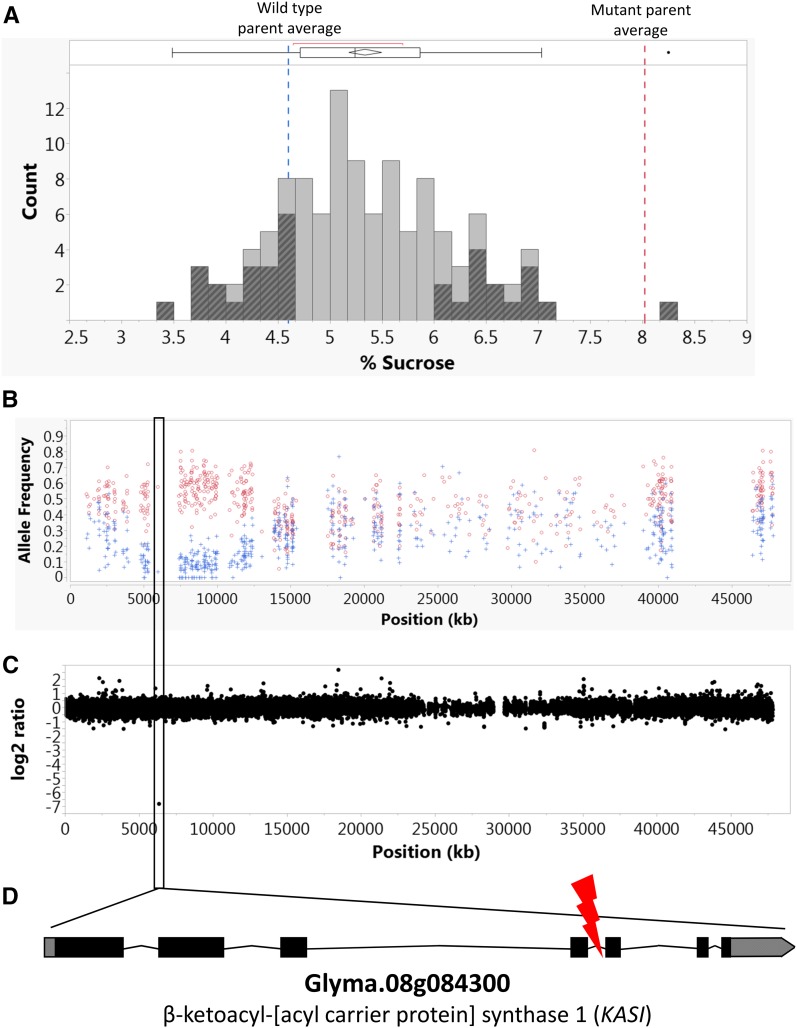
A flow chart of trait mapping. Bulked Segregant Analysis (BSA) was performed on an F_2_ outcross population to identify a structural variant in a β-ketoacyl-[acyl carrier protein] synthase 1 (KASI) ortholog associated with a high-sucrose/low-oil phenotype. (A) A histogram of sucrose content, as measured by the colorimetric assay, for the 113 individuals in the F_2_ population (“Noir 1” × FN0176450). Shaded histogram bars indicate those individuals that were selected for BSA and the vertical red and blue dashed lines indicate the parental phenotypes. Two bulks of DNA were formed (high-sucrose individuals and low-sucrose individuals) for whole-genome sequencing. (B) The allelic ratio for each single nucleotide polymorphism (SNP) along chromosome 8 in the high-sucrose (red data points) and low-sucrose bulks (blue data points). (C) The array comparative genomic hybridization (aCGH) graph displays the log_2_ ratio of the mutant genotype *vs.* the “M92-220” reference, where each dot represents a single aCGH probe. If the log_2_ ratio is <0, that indicates that the probe had a stronger signal intensity in wild type than in mutant, while a log_2_ ratio >0 would indicate a stronger signal intensity in mutant than wild type. A black box was drawn around a single probe with a low log_2_ ratio (log_2_ ratio = −6.5) highlighting that this probe was likely present in the wild-type line and absent in the high-sucrose/low-oil mutant line. (D) A structural variant between the fourth and fifth exon of Glyma.08g084300, indicated by the red lightning bolt.

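Around this probe, the 10 probes on either side, from 6353529 to 6364046, had log2 ratios between -0.55 and 0.077 over the 4 plants. The nearest probe on the left, from 6357743 to 6357799, stood at -0.29 in plant 35 and -0.34 in plant 45. On the right, the nearest probe, from 6358568 to 6358627, stood at -0.12 and -0.21. The gaps to these neighbors were 331 bp and 377 bp.

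**Figure D2:**
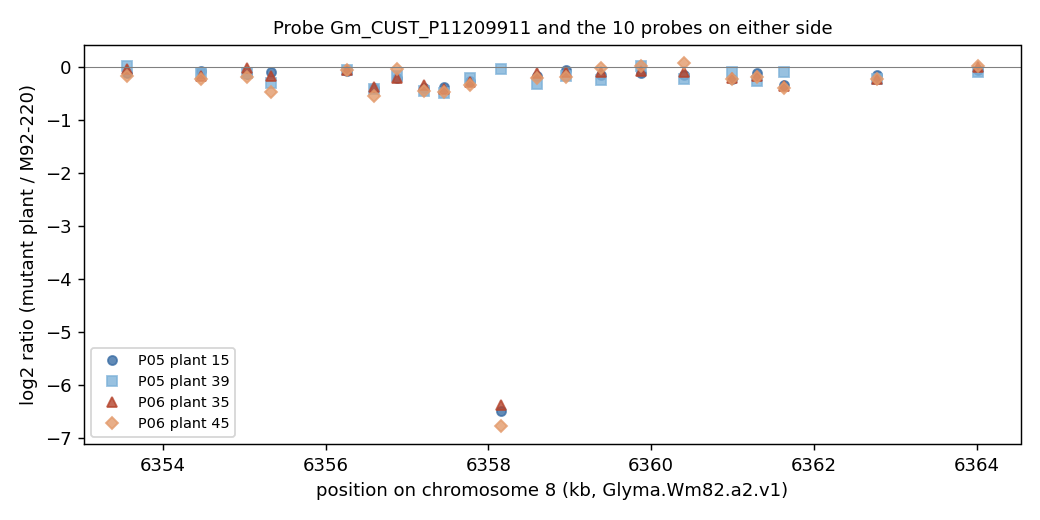
Log2 ratio of mutant plant over “M92-220” (vertical axis) against position in kb (horizontal axis) for Gm_CUST_P11209911 and the 10 probes on either side, with 1 symbol per plant. At Gm_CUST_P11209911 plants 35, 45 and 15 lie below -6 and plant 39 lies near 0, and at the other probes all 4 plants lie above -1.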

Analyses of the FN0176450 resequencing paired-end read data were subsequently used to infer the nature of the structural variation at this chromosome 8 position. A single base pair deletion was found within the sequence that matched the aCGH probe of interest. Furthermore, it was observed that reads flanking the 1 bp deletion were paired with reads mapping to chromosome 13. Moreover, the reads mapping to this chromosome 13 region were located near a 3 bp deletion. It was determined that numerous read pairs exhibited respective reads that mapped to chromosomes 8 and 13 at regions flanking the 1 and 3 bp deletions, indicating that a reciprocal translocation may have occurred between these regions. Subsequent PCR amplification between the chromosome 8 and 13 regions, and Sanger sequencing of the PCR products, confirmed the presence of the reciprocal translocation between the two chromosomes (Figure S3 and Table S1 in File S1).

The chromosomal translocation disrupts a gene (Glyma.08G084300) on chromosome 8 between the fourth and fifth exons (Figure 2D) and does not affect any predicted genes on chromosome 13. The closest *Arabidopsis* ortholog of Glyma.08G084300 is AT5G46290.1, which is annotated as *KASI* (Wu and Xue 2010). *KASI* is responsible for playing crucial roles in fatty acid synthesis (Figure S4 in File S1), chloroplast division, and embryo development (Wu and Xue 2010). Glyma.08G084300 has one close paralog in soybean, gene model Glyma.05g129600 (Schmutz *et al.* 2010; Song *et al.* 2016).

### Validation of chromosomal translocation association with high-sucrose/low-oil phenotype

The association of the reciprocal translocation between chromosomes 8 and 13 and the phenotype was validated by analyzing the seed composition profiles in a segregating backcross population developed by mating FN0176450 to M92-220. A total of 93 BC_1_F_2_ individuals were genotyped using four separate primer pair combinations, respectively designed to detect the wild-type chromosome 8, the wild-type chromosome 13, the 8–13 translocation junction, and the 13–8 translocation junction (Table S1 in File S1). The individuals were also phenotyped for sucrose content using the colorimetric assay and were assayed for protein, oil, fatty acids, and amino acids using NIR.

Three genotypic classes were identified in the population using the PCR assays, consisting of homozygous wild type, heterozygous translocation, and homozygous translocation (Figure 3A). Out of the 93 individuals genotyped, 33 were homozygous wild type, 53 heterozygous translocation, and seven homozygous translocation. Table 1 displays the average seed composition phenotypes of each of these three classes. There was a significant difference for both sucrose content (*P* < 0.0001) and oil content (*P* < 0.0001) for each of the three classes, with cosegregation of the translocation and the increased sucrose/decreased oil phenotype (Figure 3B). The seed phenotypes observed in the homozygous translocation BC_1_F_2_ individuals exhibited no significant difference compared to the mutant parent FN0176450 (*P* = 0.15). Similarly, the seed phenotypes observed in the homozygous wild-type BC_1_F_2_ individuals exhibited no significant difference compared to the wild-type parent M92-220 (*P* = 0.083). F_2:3_ plant rows of select BC_1_F_2_ individuals grown in 2016 showed the same results as the individual plant analysis in 2015. All of these results combined indicate that the mutant seed composition phenotype is fully explained by the translocated locus.

**Figure 3:**
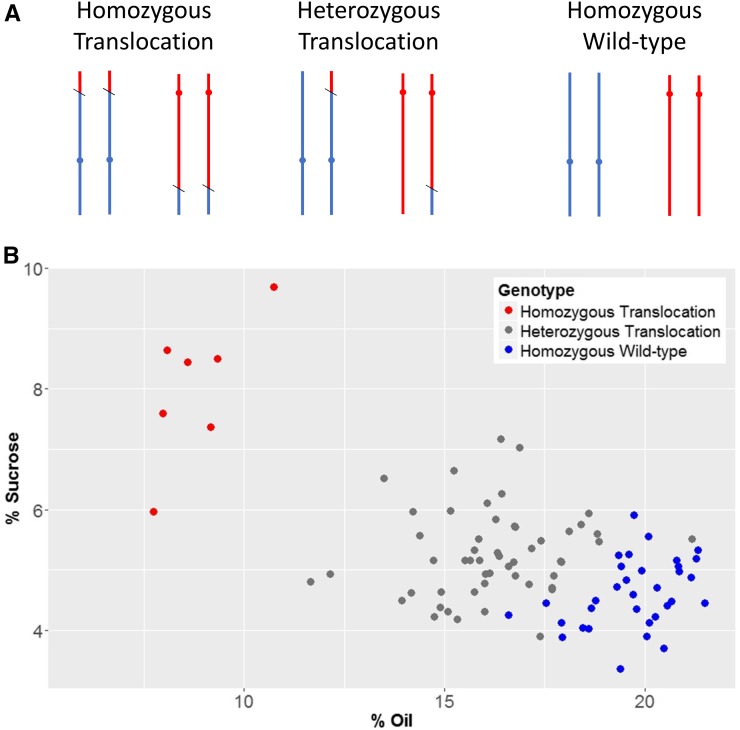
The association between the reciprocal translocation and seed sucrose and oil content. (A) Chromosome 8 (blue) and chromosome 13 (red) in homozygous translocation, heterozygous translocation, and homozygous wild-type states are shown. (B) The sucrose and oil seed composition in which each data point represents an individual in the BC_1_F_2_ population and colored by genotype class.

**Table 1:** Seed composition profiles of homozygous translocation, heterozygous translocation, and homozygous wild-type genotypes in the BC_1_F_2_ population

Genotype	Sucrose (%)	Oil (%)	Protein (%)	Raffinose (%)	Stachyose (%)	Palmitic Acid (%)	Stearic Acid (%)	Oleic Acid (%)	Linoleic Acid (%)	Linolenic Acid (%)
Homozygous translocation	8.02 a	8.80 c	43.20 ab	0.91 a	4.94 a	12.83 a	4.58 a	21.85 b	46.19 a	15.27 a
Heterozygous translocation	5.26 b	16.23 b	44.86 a	0.48 b	3.80 b	11.48 b	4.78 a	33.33 a	46.79 a	9.03 b
Homozygous wild type	4.61 c	19.71 a	42.81 b	0.37 c	3.13 c	10.93 c	4.68 a	35.09 a	47.73 a	7.44 c

The five fatty acids (palmitic, stearic, oleic, linoleic, and linolenic) are shown on a percent of total fatty acid basis and all other measurements are based on percent of seed, on a dry matter basis. Sucrose composition was analyzed using a colorimetric assay and all other measurements are based on near infrared spectroscopy. Means that do not share the same letter (a, b, c) are significantly different at *P* < 0.05.

## Discussion

### KASI as candidate gene for seed composition traits

This study utilized BSA, aCGH, and NGS to locate a FN-induced reciprocal translocation associated with increased sucrose and decreased seed oil content in soybean seeds. This association was validated in a more uniform genetic background through the creation and subsequent phenotyping and genotyping of a backcross population. The cosegregation between the translocation and the phenotype provides good evidence of the association. In addition, a single gene (Glyma.08G084300) was disrupted by the translocation event and is a clear candidate gene for this phenotype as it is an ortholog of *KASI* in *Arabidopsis*, which also exhibits a similar seed composition phenotype of reduced total oil content (Wu and Xue 2010).

The first functional characterization of *KASI* was performed in *Arabidopsis*. It was found that *KASI* is involved in fatty acid synthesis and chloroplast division and development (Wu and Xue 2010). In addition to *Arabidopsis*, work has been done in barley, rice, peanut, and tobacco to isolate and characterize *KASI* genes (Siggaard-Andersen *et al.* 1991; Chi *et al.* 2010; Domoney *et al.* 2013; Ding *et al.* 2015; Yang *et al.* 2016). Some of these studies suggested that silencing of *KASI* leads to decreased oil accumulation and altered fatty acid composition in seed, and impaired root cell elongation.

In addition to altered seed chemical profiles, the FN0176450 mutant line also showed a wrinkled seed phenotype (Figure S1 in File S1). This phenotype is similar to that seen in an *Arabidopsis* mutant of *wrinkled1* (*wri1*) (Focks and Benning 1998), which encodes an AP2/EREBP transcription factor that alters the transcription of genes related to the biosynthesis of seed storage compounds (Ruuska 2002). *Arabidopsis* mutants of *wri1* had an 80% reduction in seed oil content accompanied with increased sucrose and glucose content, indicating that *wri1* is involved in the regulation of carbohydrate metabolism (Focks and Benning 1998).

Mutants of *wri1* in *Arabidopsis* showed altered fatty acid composition profiles similar to that of the FN mutant presented here. The FN mutant in this study showed a 7% point reduction in oleic acid content (21% of the total fat, as compared to 28% in wild type). This is similar to the 10% point reduction shown in the *Arabidopsis wri1* mutant (13% of the total fat, as compared to 23% in wild type). Furthermore, the linolenic acid content was increased by 8% points in the FN mutant (14% of the total fat, as compared to 6% in wild type) and by 6% points in the *Arabidopsis wri1* mutant (16% of the total fat, as compared to 10% in wild type). As suggested by Focks and Benning (1998), this could be a result of reduced carbon flux into fatty acids. The similarity of the *wri1* and FN0176450 phenotypes suggests that disrupting the *KASI* ortholog in FN0176450 caused both the high-sucrose/low-oil phenotype as well as the wrinkled seed phenotype. Furthermore, it is worth noting that the disrupted soybean *KASI* ortholog in this study (Glyma.08G084300) has a paralogous copy (Glyma.05g129600), whereas *Arabidopsis* only appears to have one functional *KASI* gene. It is likely that a full knockout in *Arabidopsis* would have a strongly deleterious or lethal affect, and may explain why no known knockout line has been identified to date. In soybean, one might hypothesize that the paralogous copies have fully or nearly identical functions, but knockout of one copy reduces the metabolic flux of this function resulting in a viable but dramatically altered seed composition. This hypothesis is partially supported by the gene transcription of the two paralogous copies, which exhibit similar transcription levels across all tissues (Severin *et al.* 2010).

The silencing or knockdown of *wri1* leads to a reduction in seed oil content while the overexpression of *wri1* causes an accumulation of triacylglycerols in developing seeds of *Arabidopsis*, camelina, and maize (Focks and Benning 1998; Cernac and Benning 2004; Pouvreau *et al.* 2011; An and Suh 2015). In *Arabidopsis*, only a few genes involved in seed metabolism (45 of the >3500 genes) were differentially transcribed in the *wri1* mutant compared to wild type. *KASI* was among the few seed metabolism genes that exhibited differential transcription (Ruuska 2002), providing further evidence that *KASI* may be involved in the central metabolism of carbohydrates.

### Inheritance and genetics of the high-sucrose/low-oil phenotype

The inheritance patterns of the translocation in the BC_1_F_2_ population did not match Mendelian expectations, as assessed by the presence and absence of the four PCR assays among the 93 segregating individuals. First, proper Mendelian segregation would predict nine different marker presence/absence combinations among the four PCR assays. However, only three combinations were observed, matching those expected of homozygous wild-type, homozygous translocated, and heterozygous translocated individuals. These three classes are each expected to arise from the fertilization between balanced gametes, wherein each gamete either carries both wild-type chromosomes 8 and 13, or both reciprocally translocated chromosomes (8–13 and 13–8). The remaining six classes, which were not observed, would have been derived from unbalanced gametes, carrying one wild-type chromosome with a translocated chromosome segment. The lack of progeny from these six classes indicates that the duplication and deficiencies harbored by the meiotic cosegregation of a wild-type and translocated chromosome results in nonviable gametes.

Given that only balanced gametes were viable in this population, the predicted Mendelian ratio of the three observed genotypic classes would be (1) “homozygous wild type”: (2) “heterozygous translocation”: (1) “homozygous translocation.” While the ratio of homozygous wild type to heterozygous translocation approximated 1:2 (33:53 was observed), the seven homozygous translocated individuals were much lower than expected. This is likely the result of reduced germination of the mutant seed. In fact, the mutant parent line exhibited a germination rate of <50% across multiple years, supporting this hypothesis. It is possible that the fitness penalty of the homozygous translocation is attributable to the extreme high-sucrose/low-oil phenotype of the seed, and its effect on germination. This reduced fertility of the mutant is consistent with other studies that analyzed the fertility of lines harboring mutations in key fatty acid enzymes, including *KASI* (Mou *et al.* 2000; Wu and Xue 2010). Therefore, we speculate that the inviability of unbalanced gametes and the penalty on seed viability in the homozygous mutant *KASI*-like individuals explain the distorted segregation in this population.

Lastly, we hypothesize that the altered seed composition of the mutants is determined by the genetics of the seed rather than the genetics of the mother plant. This effect could be tested by phenotyping the segregation patterns of individual seeds derived from a single heterozygous mother plant. In this study, all phenotyping was performed on multiple seeds, following harvest from single plants. Heterozygous individuals in the backcross population had a phenotype (16.2% oil, 5.2% sucrose) that was intermediate compared to the wild-type segregants (19.7% oil, 4.6% sucrose) and the homozygous mutant segregants (8.8% oil, 8.0% sucrose). However, these data do not reveal whether the individual seeds from the heterozygous plant were essentially monomorphic or polymorphic for this phenotype. Assuming that unbalanced gametes are not viable, we would expect that the individual seeds from a heterozygous plant would segregate 1:2:1 for wild-type, intermediate (heterozygous), and mutant seed composition phenotypes. The phenotyping of multiple seeds together thus reveals an intermediate phenotype. While phenotype data from single seeds may exhibit high experimental variability, it may also reveal segregation within a single heterozygous plant, thus confirming the hypothesis that this mutant phenotype is controlled by the genetics of the seed *per se*.

### Conclusions

This study provides a candidate gene for further investigation on the regulation of carbohydrate metabolism in soybean seeds. It will be interesting to test alternative alleles of this gene, including nonknockout alleles and those with altered amino acid sequences, to identify different phenotypic outcomes. To our knowledge, there have not been any characterized mutants of this gene in soybean and further understanding of its role in regulating the accumulation of seed storage compounds will provide new methods for altering (and improving) the seed composition profile of elite soybean cultivars for human and animal nutrition and other end uses.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.038596/-/DC1.

Click here for additional data file.

# Supplementary material for: An Induced Chromosomal Translocation in Soybean Disrupts a KASI Ortholog and Is Associated with a High-Sucrose and Low-Oil Seed Phenotype
**Source:** G3 (Bethesda). 2017 Feb 22;7(4):1215–23. doi: 10.1534/g3.116.038596
**Supplement:** Supplementary file 1

**An induced chromosomal translocation in soybean disrupts a KASI ortholog and is associated with a high sucrose and low oil seed phenotype**

Austin A. Dobbels*, Jean-Michel Michno*, Benjamin W. Campbell*, Kamaldeep S. Virdi*, Adrian O. Stec*, Gary J. Muehlbauer*,§, Seth L. Naeve*, Robert M. Stupar*,1

1Author for correspondence:

Robert M. Stupar

University of Minnesota

1991 Upper Buford Circle

411 Borlaug Hall

St. Paul, MN 55108-6026

Office: 

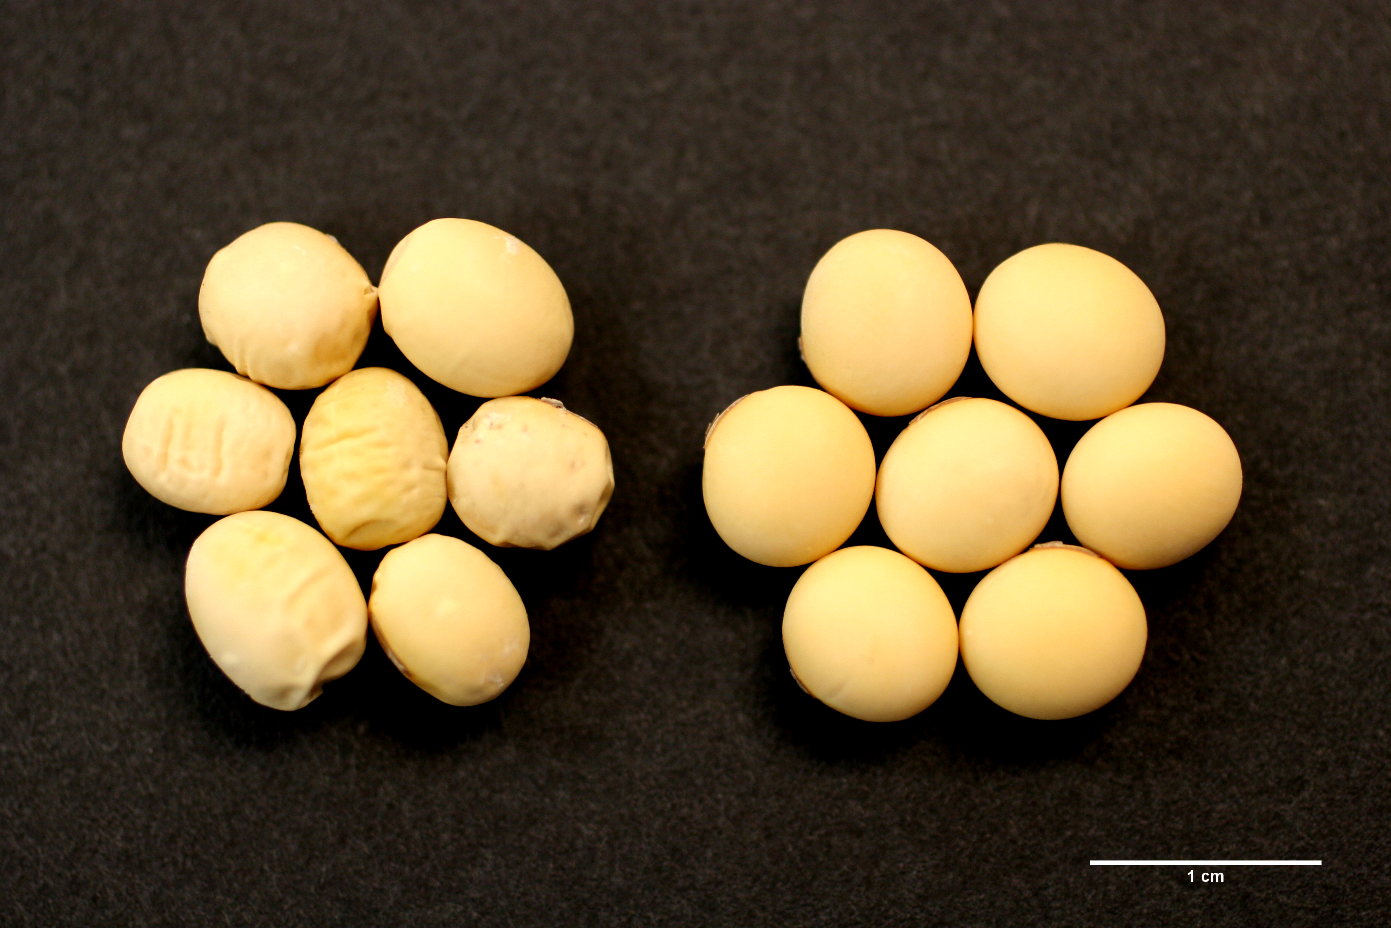

**Figure S1** High-sucrose/low-oil mutant and wild-type (‘M92-220’) show differences in seed size, shape, and color. The mutant seeds (left) appear to be slightly wrinkled, smaller, and lighter in color compared to wild type seeds (right).

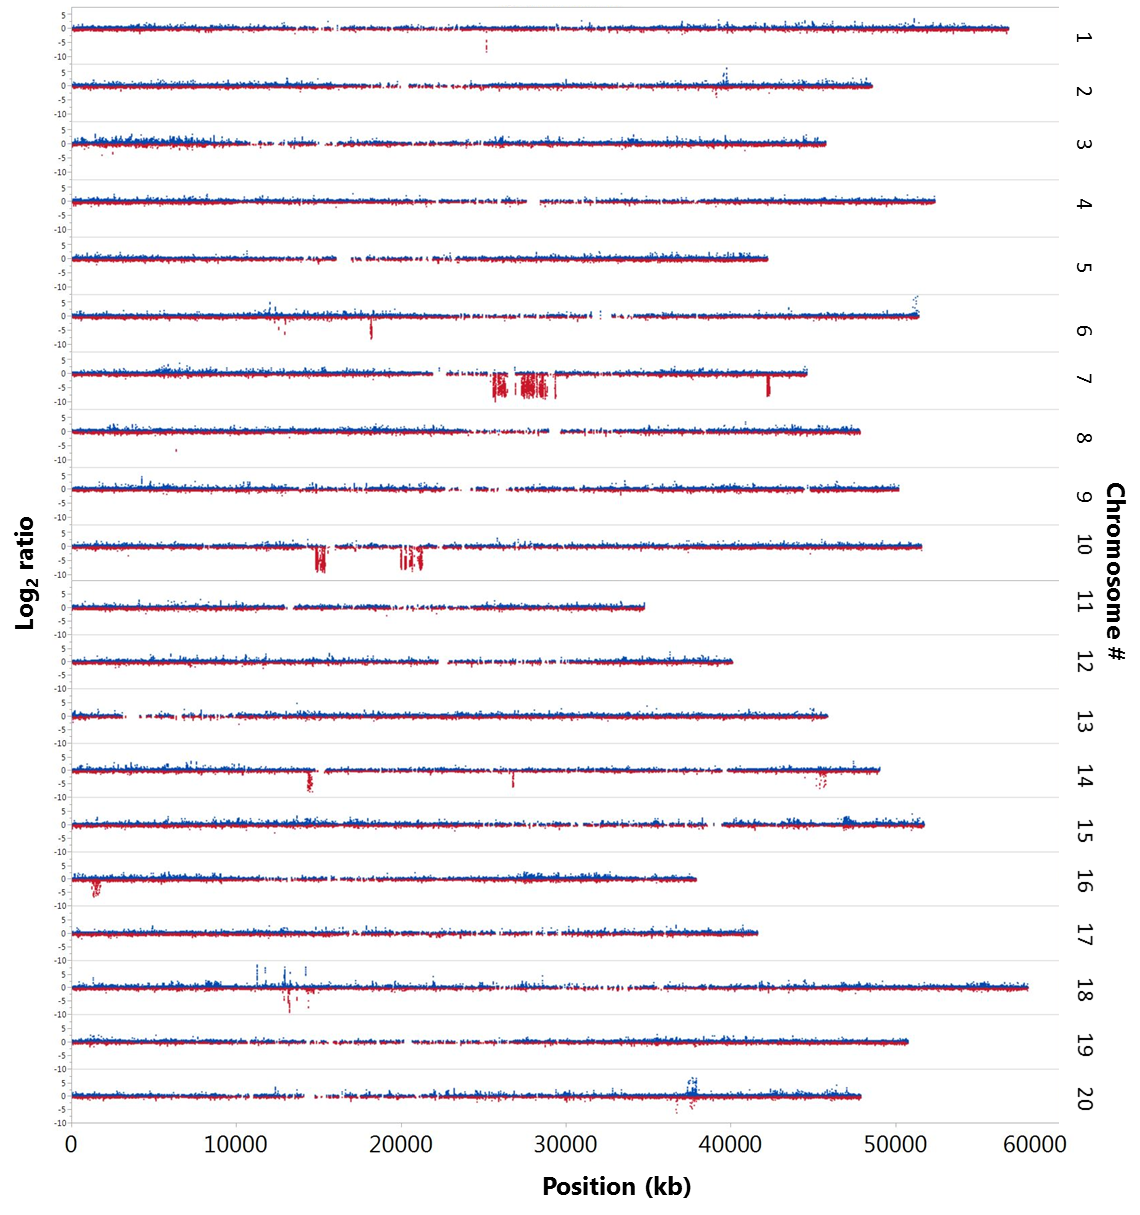

**Figure S2** Array-CGH data plotted for all 20 chromosomes in mutant line FN0176450. Graphed is the log2 ratio of the mutant genotype vs. the M92-220-Long reference where each dot represents a single aCGH probe. A log2ratio below 0 (colored red) indicates that the probe had a stronger signal intensity in wild-type than in mutant, while a log2 ratio above 0 (colored blue) would indicate a stronger signal intensity in mutant than wild-type.

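Over the whole genome, the mean log2 ratio of the P06 plants was -2 or lower at 718 probes of chromosome 7, 447 of chromosome 10, 48 of chromosome 6, 21 of chromosome 16, 15 of chromosome 18 and 11 of chromosome 14. Chromosomes 2 and 3 each had 2 such probes and chromosome 8 had 1. Chromosomes 1, 4, 5, 9, 11, 12, 13, 15, 17, 19 and 20 had 0. The colored dots of a locus can be compared with each plant's mean over all probes of that locus. Between the ends of the chromosome 6 regions, plants 35 and 45 of P06 had means of -4.56 and -4.64, and plants 15 and 39 of P05 had -4.55 and -0.081. For the stretch of chromosome 7 that holds the P06 regions, uncalled probes included, the means were -4.05 and -4.09 in P06 and -0.0014 and -0.038 in P05. Farther along chromosome 7, from 42193750 to 42352938, plant 39 had a mean of -4.68 and the other plants lay within 0.03 of 0. From 14337661 to 14594509 on chromosome 14 plant 39 stood at -4.22, and from 25164534 to 25168882 on chromosome 1 it stood at -6.21, while the other plants lay near 0 at both.

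**Figure D3:**
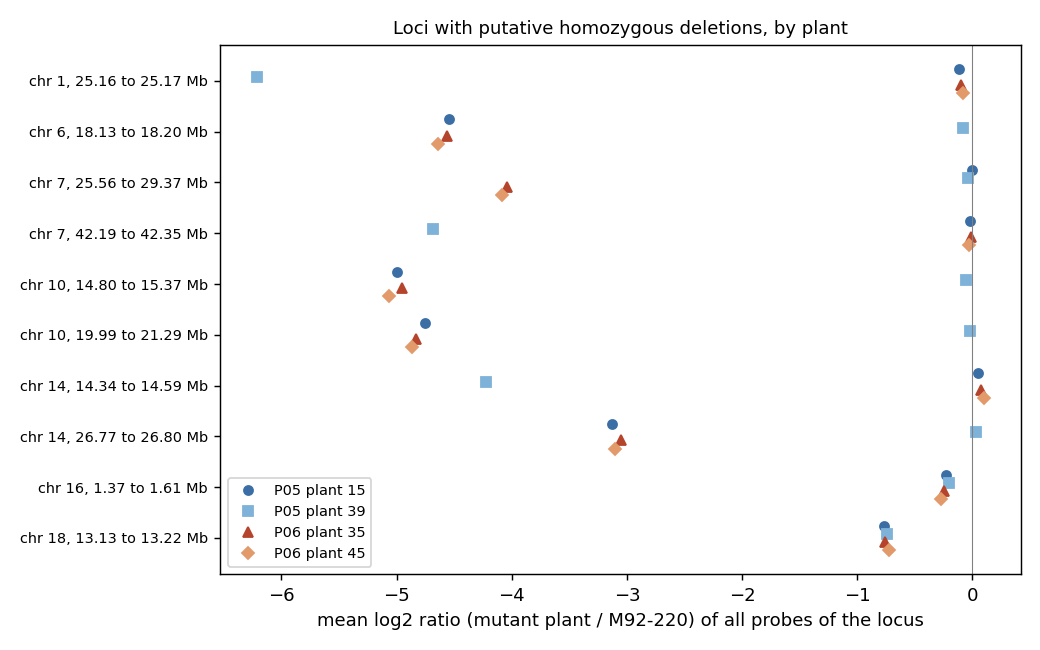
Mean log2 ratio of mutant plant over “M92-220” (horizontal axis) of all probes between the ends of each of 10 loci (vertical axis; regions less than 1000 kb apart joined, with the locus on Glyma.Wm82.a2.v1), with 1 symbol per plant and no error bars. The P06 plants lie together at every locus, while plant 39 of P05 lies near 0 at 5 loci where 1 or more of the other plants lie below -3 and is low alone at 3 loci.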

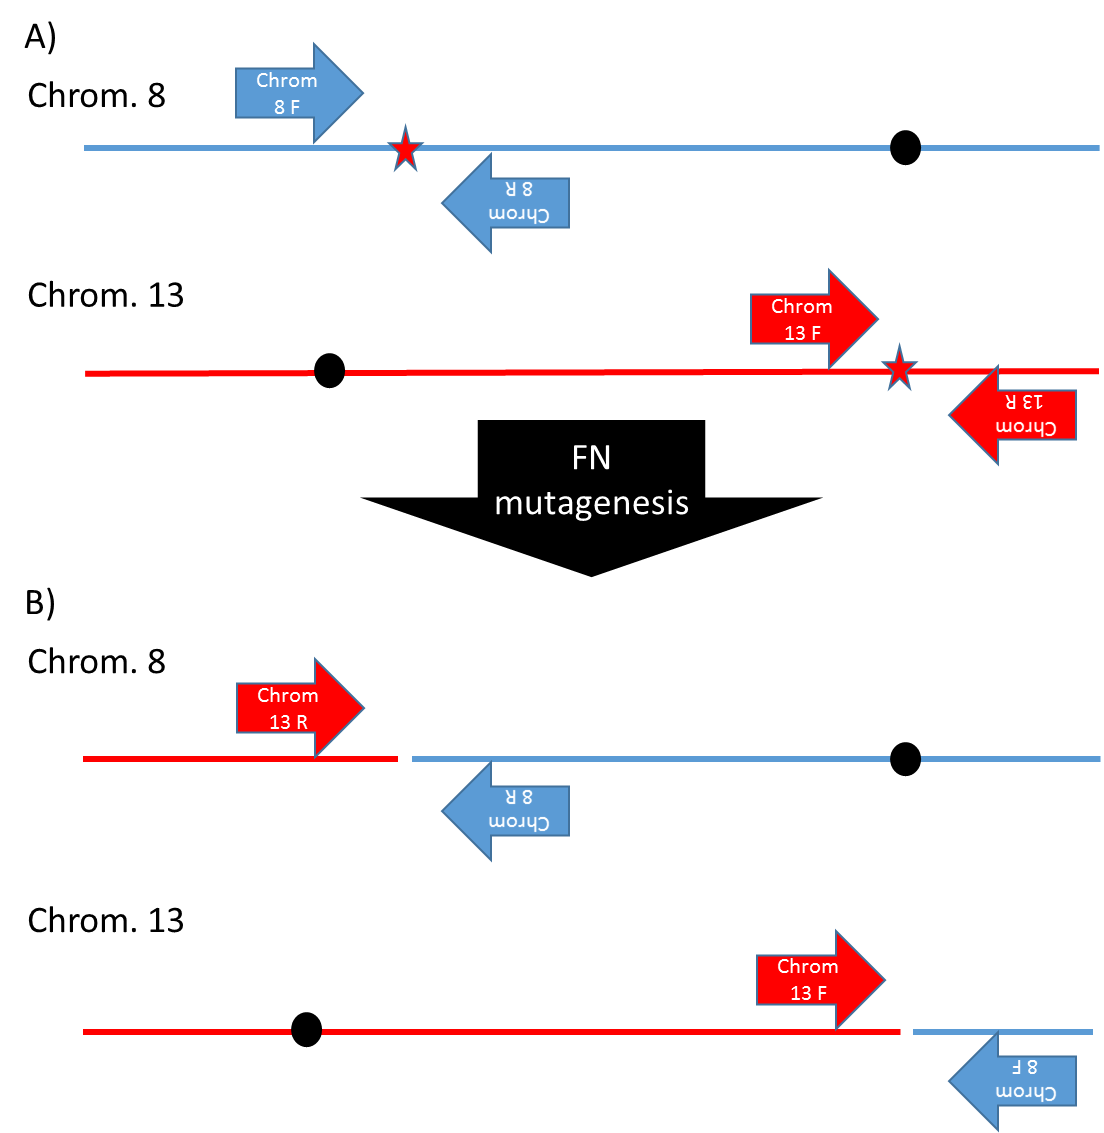

**Figure S3** Chromosome 8 and 13 reciprocal translocation diagram. Panel A depicts wild-type chromosome 8 (blue) and chromosome 13 (red). The red stars indicate the chromosomal breakpoint locations of the translocation. The red and blue arrows indicate the position and direction of the four primers developed to identify the translocation. PCR primers were named according to the chromosome they would amplify (Chromosome 8 or 13) and whether they were forward or reverse primers. Panel B shows the FN induced reciprocal translocation between chromosomes 8 and 13, and the figure shows the altered pairings of PCR primers as a result of the translocation. In addition, the black circles in both panels (A and B) indicate centromeres.

**
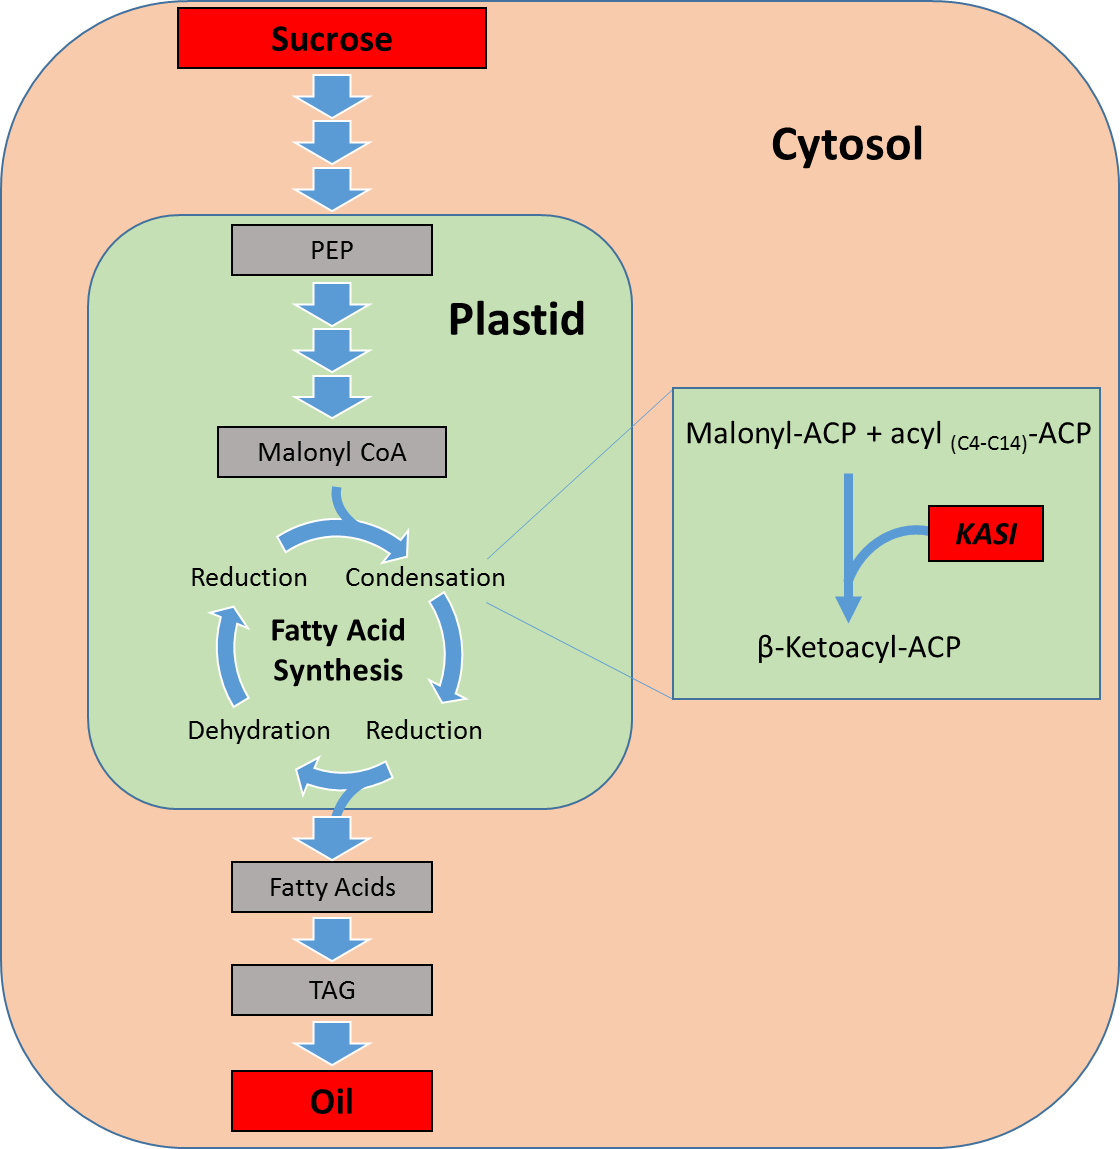
**

**Figure S4** Outline of sucrose to oil pathway in developing soybean seeds. This figure highlights the major enzymes and reactions in the pathway with some intermediates, enzymes, and transporters omitted for simplicity. Sucrose is transported into the cytosol via a sucrose transporter (not shown), and is metabolized into fatty acids through a series of biosynthetic pathways (Ruuska et al., 2002). The gene being disrupted in this study encodes KASI which is involved in the condensation stage of fatty acid synthesis and the elongation from C4 to C16. Abbreviated is: KASI, ketoacyl-synthase 1; PEP, phosphoenolpyruvate; ACP, acyl carrier protein; CoA, coenzyme A; TAG, triacylglyceride.

**Table S1** PCR primers used in detecting the reciprocal translocation. Displayed are the forward and reverse primers used to assay the chromosome 8 and 13 wild-type junctions and chromosome 8 and 13 reciprocal translocation junctions. Included are the primer names, primer sequences, and expected band sizes for each of these primer pairs in wild type (WT), mutant (Mut), and heterozygous (Het) individuals.

| **PCR Reactions** | | **Expected band size (bp)** | | |
| --- | --- | --- | --- | --- |
| **Forward primer ID:**  **Forward primer sequence** | **Reverse primer ID:**  **Reverse primer sequence** | **WT** | **Mut** | **Het** |
| P06_Chrom13_R1:  ACATCACTTGATGACTCCAGCA | P06_Chrom08_R1:  AAGCAATTGAGTCCACATGGCTA | - | 814 | 814 |
| P06_Chrom13_F1:  ATGAACTTGGCACCTCTCCC | P06_Chrom08_F1:  ACTCTTGCTGGAGACTTGGC | - | 489 | 489 |
| P06_Chrom13_F2:  TGGGCTTGAATGGTGACTCC | P06_Chrom13_R2:  ATCCTACAAACCAATCCGTGAA | 805 | - | 805 |
| P06_Chrom08_F3:  GGTTGTCAAGCCATCTAC | P06_Chrom08_R3:  TTTGCGAGCAATCTTTATG | 1990 | - | 1990 |

How the deposited data were processed for this re-analysis (not part of the article)

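Genomic DNA of 4 soybean plants was compared with DNA of the wild-type line “M92-220” by aCGH, 1 plant per array. Plants 35 and 45 carried the label of line P06 and plants 15 and 39 that of line P05. The methods and the labels place the mutant in Cy3 and “M92-220” in Cy5 on every array. The labels and the legend of Figure S2 call the reference M92-220-Long and the methods call it “M92-220”. The plants of the 2 lines carry different numbers, and each slide held 1 array, so neither a pairing nor a slide batch could be tested.

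The authors deposited, for each array, the output of Agilent Feature Extraction 12.0.0.7, with a spot intensity for each dye. According to the file headers, the processed intensity was background-subtracted, detrended and linearly dye-normalized within the array by that software. The deposited output also holds a log10 ratio of “M92-220” over mutant with its error, which that software made from the processed intensity according to the file headers; its error, turned to log2, gave the weights of the interval search. The authors' methods name Agilent Genomic Workbench 7.0.4.0 with ADM-2 for calling aberrations and JMP Pro 12 for plots. They also deposited a table of processed log2 ratios of the same arrays. Set against the scanner values, that table differed from the log2 ratio of mutant over “M92-220” of the processed signals by a constant for each array, to within 0.01 at 99.98% or more of the probes of each array, and it lacked the 8054 probes that the scanner files list on Chr014. In the order of the numbers in the probe names, 100% of them fell between their neighbors on chromosome 14, and they were taken as chromosome 14; this choice was made after the files were seen.

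Each array had 963719 spots, of which 960745 were probe spots. Spots that the scanner software flagged as non-uniform or as population outliers (210 to 861 per array) were left out, and the remaining spots of a probe were averaged, which gave 951615 probes. The log2 ratio of the processed signals was centered on each array's median, with no loess or quantile step. The median processed signal was 1034 to 1054 in each dye. Between arrays, the correlation of the ratios across probes with small ratios, which are not independent replicates, ran from 0.72 to 0.82. All columns of the table of processed ratios could be matched to a plant.

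Probes were tested with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per line, all 4 arrays sharing 1 estimate of the spread). Counts of probes come from treat against a log2 ratio of 1 at an adjusted p under 0.05 (Benjamini-Hochberg), and the value of a single probe was tested against 0 with eBayes. A probe lacking a value on an array was not tested, which left 951298 probes. The ratio against “M92-220” is tested against 0, which leaves out the spread of “M92-220” itself. On simulated ratios for 951615 probes with 200 changed, the test of P06 recovered 98% and the test of the difference between lines 95.5%, with 0 wrong calls. Both P05 plants were left unchanged in that simulation, so it does not cover probes at which the plants of a line differ. In the data the P05 plants did differ at the P06 regions of chromosomes 6, 10 and 14. Their means there were -5.10 in plant 15 and -0.027 in plant 39.

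Regions were called by a search for the interval with the highest score, the sum of weighted ratios over the square root of the summed weights, with weights from the scanner software's error. Intervals scoring at least 6, of at least 3 and at most 3000 probes, were accepted and searched again inside. Each probe took the plain mean of the innermost accepted interval that holds it, and adjacent intervals at or below -2 were joined. An earlier version of this rule gave each probe the mean of its piece between interval ends. The rule reported here was chosen after the calls of that version on these arrays had been seen. The penalty of the PELT changepoint alternative, 20 times the noise variance times the log of the number of probes, was also set while looking at these profiles. The search was tested on a shuffled chromosome 13 profile of P06 with 57559 probes, into which 60 deletions of 3 to 300 probes were set. It returned 60 regions for these 60 deletions with 0 probes wrong. When 10% of the probes of the larger deletions were left near 0, it returned 108 regions for the same 60 deletions, the earlier version 160 and PELT 62. The number of regions is therefore a poor measure of the number of deletions, and probe counts and spans are given beside it. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0.

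The text names the chromosome 8 probe that the paper singles out; the putative homozygous deletions of P06 on the chromosomes the paper lists and the 10 longest; the 5 longest regions that are a putative homozygous deletion in one line's mean profile with a mean above -1 in the other; and the 5 regions with a mean of 0.5 or higher in P06 that have most probes. This rule, the tests and all alternatives but those named here as later were set before the data were examined. Other loci named in the text were chosen after their values were seen. The design foresaw a normexp correction of the mean spot signals; the files used here hold median signals, which were used instead, with an offset of 50. The alternatives were normexp, the table of processed ratios, no centering, centering by chromosome, keeping marked spots, dropping probes dim in Cy5, the other thresholds and segmentation rules given in the closing section, and leaving out each plant. An annotation of Glyma.Wm82.a2.v1 was not used here, so no probe was assigned to a gene, exon or intron, and no coordinates of another assembly are given. The sequencing, PCR and seed composition experiments were not analysed here.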

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

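In this part the tests of technical explanations and the comparisons of single plants were chosen only after the results were seen, and the limma tests were planned.

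The 2 lines differed. In limma's treat test of P06 minus P05, 732 probes were lower in P06 and 2 were higher, the latter on chromosomes 10 and 17. Of the lower probes, 99.7% lay on chromosome 7. The 5 longest regions deleted in one line only were all P06 regions of chromosome 7, of 983, 469, 261, 238 and 225 kb. In each of these 5, both P06 plants lay below -3 and both P05 plants above -1. The counts depend on the plants that stand for P05: without plant 15 the test called 1451 lower and 454 higher probes. Weaker Cy3 labeling of whole P06 arrays cannot be judged from that share of 99.7%, since the signals were dye-normalized and each array was centered on its median. The share also depends on the spread that both lines share, which takes in the difference between the P05 plants. At the P06 regions of chromosomes 6, 10 and 14, plant 15 stood at -5.10 and plant 39 at -0.027. A dye bias of the probes would also lower the P05 arrays, whose plant 15 had a mean of 0.0058 over the chromosome 7 regions, against -4.97 in plant 45 of P06. A wrong label among the 4 plants cannot be told apart from a true difference between the lines, since each line has only 2 plants. That P05 and P06 descend from different plants of one family, and so fixed different deletions, stays open as an untested hypothesis.

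In plant 39 of P05, 12 of its 17 regions were absent from the other plants (a mean above -1 in each), with 368 probes and 388 kb on chromosomes 1, 7, 14 and 20. The other 3 plants had 0 such regions of their own. This signal lies in a plant of a line the paper does not discuss by name. The same plant stood near 0 at all 4 loci of P06 that were also low in plant 15 of P05, on chromosomes 6, 10 (2 loci) and 14, and at the chromosome 8 probe. A failed hybridization is argued against by its mean of -4.68 from 42193750 to 42352938 on chromosome 7. A missing “M92-220” signal is argued against by Cy5, which was not well above background at only 0.755% of the 530 probes of the P06 regions on chromosomes 6, 10 and 14. Mixed DNA with at least as much from plants with the deletions as from plants without would give a mean of -1 or lower at those 530 probes, where the mean of plant 39 was -0.027. A small share of DNA with the deletions is not excluded and cannot be told apart from noise of the array: in a mixture that mean corresponds to a share of 1.87%. The following explanations stay open. An exchange of labels with a P06 plant cannot be told apart from correct labels: both plants labeled P06 had the chromosome 7 regions, with the higher mean at -4.92, but this tells against an exchange only if all plants of P05 lack them. DNA of a plant from outside the family may explain the absence of all 4 shared loci. Deletions still segregating within P05 may explain the 12 regions of its own, except between 37 and 38 Mb of chromosome 20. There 36 probes were at least 2 higher in plant 39 than in each other plant and 7 at least 2 lower. These higher probes argue against a deletion alone in that stretch. An origin outside the family and segregation within P05 cannot be told apart with 2 plants of P05, which show 1 combination each.

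On chromosome 18, 16 probes from 12896337 to 12928062 had a mean of 2.91 in P06, and the P05 plants stood at 2.82 and 2.78. The legends of Figure 2 and Figure S2 say what a positive ratio would mean, but the paper's text does not discuss any region with higher ratios. Probes above 2 in all 4 plants numbered 46, of which 23 were on chromosome 18. A dye bias of single probes, independent of their neighbors, is argued against by 19 of the 46 lying within 3 probes of another, when at most 2 did in any of 1000 random sets of as many probes. A difference between the “M92-220” DNA on the arrays and the progenitor of the mutant lines may be the source of this signal: at 26 of the 46 probes Cy5 was well above background on no array. It cannot be told apart from a dye bias shared by neighboring probes, because no array had the dyes swapped.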

How the results depend on the processing

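Of the tests in this part, 2 alternatives were chosen only after the data were seen: the earlier interval rule, which takes the mean of the pieces between interval ends, and leaving out the Chr014 probes. The use of PELT was set earlier, but its penalty was chosen after the profiles had been seen. No paired analysis was possible because the plants of P05 and P06 carry different numbers. Over 12 results, 102 values under an alternative kept their direction and their side of the threshold or stayed within the limit set for counts and lengths, 66 counts or lengths moved beyond it, 2 values passed the threshold only under the alternative, 1 no longer passed it and 0 reversed. For each change below, the cause was not tested.

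The chromosome 8 probe stayed negative in P06 under all 11 alternatives, with adjusted p (limma) from 4.61e-12 to 0.0574. The largest came from leaving out plant 45, with a value of -6.38, where the lone plant is assumed to vary like the P05 plants; leaving out plant 35 gave -6.77. In P05 the adjusted p ran from 3.69e-10 to 0.867. Normexp gave -1.28 with an adjusted p of 0.0123, and leaving out plants gave values from -6.49 to -0.032.

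Keeping marked spots, no centering, centering by chromosome, the table of processed ratios and leaving out the Chr014 probes kept every count of probes within 1.5 times. Over all 4 arrays, limma's treat called 44 lower and 68 higher probes in P05. From the arrays of the line alone there were 1503 lower and 226 higher probes in P06 and 156 higher probes in P05. All 832 of the lower P06 probes were among those 1503, and 671 were called from the P06 arrays alone. With eBayes against 0 and a mean beyond 1, 2047 were lower and 793 higher in P06, 571 lower and 977 higher in P05, and 22 higher in P06 than in P05. With treat against 2, 25 were higher in P06, 23 lower and 19 higher in P05. Normexp left 22 higher probes in P06 and 23 in P05, and dropping probes dim in Cy5 left 19 and 18. Probes higher in P06 than in P05 numbered 0 under normexp, under treat against 2 and without probes dim in Cy5. At an unadjusted p under 0.05, limma's treat counted 0, 0 and 1 there. Leaving out each plant in turn gave 803 to 1503 lower and 153 to 226 higher probes in P06, 52 to 594 lower and 156 to 474 higher in P05, and 751 to 1451 lower and 10 to 454 higher in P06 than in P05; the highest of the last 2 came without plant 15.

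Regions in P06 numbered 18 with at least 5 probes, 8 with at least 10, 60 at a mean of -3, 24 with PELT, 101 as runs of probes, 7 when joined and 76 with the earlier rule. Leaving out a P06 plant gave 30 to 31. Their total length in kb was 3497 with normexp, 4432 at a score of 10, 4889 and 5454 with at least 5 and 10 probes, 5468 and 3671 at means of -1 and -3, 4005 with equal weights, 3834 with PELT, 2383 as runs, 6115 when joined and 3379 with the earlier rule. Leaving out a plant gave 4436 to 4460.3 kb. A length counted as unchanged only within the SD of the 2 P06 plants. In P05 the mean profile gave 42 regions. This profile averages plants that differ: at its chromosome 6 regions plant 15 stood at -4.93 and plant 39 at -0.046. At its chromosome 7 regions they stood at -0.0059 and -5.11. Only on chromosomes 16 and 18 were the means of both plants at or below -2, so the count is not one of deletions shared by the line. The P05 regions numbered 4 with normexp, 20 at a score of 10, 20 with at least 10 probes and 19 at a mean of -3. There were 74 with equal weights, 25 with PELT, 80 as runs and 9 when joined. Leaving out either P05 plant gave 17.

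Between 3 and 12 Mb of chromosome 8, 1 probe was at or below the threshold in P06 under 9 of 10 alternatives, and 3 were at a threshold of -1. The depth of a low ratio is limited by the signal over background: under normexp, which keeps an offset of 50 in both dyes, the same probe gave -2.39, so a log2 ratio near -6 shows a signal at background and no exact level.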

Differences from the paper's values

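Of the tests in this part, the earlier interval rule and the penalty of PELT were chosen only after the data were seen, and the other alternatives were set before the data were examined.

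The paper gives 38 kb as the shortest putative homozygous deletion; the shortest region here was 0.92 kb, from its first to its last probe. The paper gives 4 Mb as the longest; here it was 0.983 Mb. Under the alternative that joins regions less than 1000 kb apart, set before the data were examined, the shortest was 27.8 kb and the longest 3.80 Mb, and neither differed from the paper's value by the criterion used. Joining takes in probes that were not low: the joined locus of chromosome 16 held 412 probes, 11 of them in regions, with means of -0.25 and -0.27 in plants 35 and 45, that of chromosome 18 held 92 probes, 14 of them in regions, with means of -0.76 and -0.72, and the longest one, on chromosome 7, held 1000 probes, 806 of them in regions. Under every other alternative both differed: the shortest was at most 7.58 kb (at least 10 probes) and the longest at most 2.08 Mb (at least 10 probes). The earlier interval rule, added after seeing the data, gave 0.779 kb and 0.830 Mb.

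The paper lists chromosomes 6, 7, 8, 10, 14, 16 and 18 for these deletions. The regions here lay on 6 of them, without chromosome 8. With normexp, with at least 5 or at least 10 probes, with PELT and as runs of probes they lay on 5 of them, without chromosomes 8 and 16. Equal weights called a region on each of the 7, the one on chromosome 8 having 3 probes from 6357431 to 6358190 with a mean of -2.44, of which Gm_CUST_P11209911 was 1. A mean of -1 or lower called 2 regions on chromosome 8, from 6357180 to 6358190 (4 probes, mean -1.93) and from 32396935 to 32401292 (10 probes, mean -1.23), along with regions on chromosomes 1, 3, 9, 12, 13, 17 and 20. Both calls that end at 6358190 join Gm_CUST_P11209911 to neighbors between -0.29 and -0.47 in P06. A rule of at least 3 probes cannot call that probe alone. The region from 32396935 was low in P05 too, at -0.97 in plant 15 and -1.40 in plant 39.

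The paper states that Gm_CUST_P11209911 was low in 3 replicated hybridizations. Here it was low in 3 of 4 arrays, with a log2 ratio of -0.032 in plant 39 of P05. Both statements hold if the paper's hybridizations were those of plants 35, 45 and 15, which its text does not say.

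The legend of Figure S2 names FN0176450. Low probes stand at about 25 Mb of chromosome 1, about 42 Mb of chromosome 7 and about 14 Mb of chromosome 14 in Figure S2, read by eye, and also at about 25 to 29 Mb of chromosome 7. In the data analyzed here, the first 3 loci were low in plant 39 of P05 alone, and the last in the P06 plants alone.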

Other observations

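In this part the tests of explanations, the count of probes that stand alone, and the comparisons of probes across single plants were chosen only after the results were seen.

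Probes that stand alone were counted by a rule chosen after seeing the values: both P06 plants at -3 or lower, with no other probe whose mean lies 1 or more from 0 among the 3 on either side. There were 13 in the genome. Of these, 8 were at -3 or lower in all 4 plants, 7 of the 13 lay on chromosome 16 and 2 on chromosome 18. Only Gm_CUST_P11209911 lay on chromosome 8. It and Gm_CUST_P10366598 on chromosome 3 were low in plant 15 of P05 but not in plant 39, and Gm_CUST_P10363326 on chromosome 3 was low in P06 alone, at -3.96 and -4.00.

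Gm_CUST_P11209911 was taken from the paper and not by that rule. A defect of a spot is argued against by the higher P06 value of -6.38, and by -6.49 in plant 15 of P05, and a dye bias of the probe by -0.032 in plant 39. A deletion that reaches the probes on either side is argued against by the lowest of those probes in P06, -0.34. Loss of a short stretch may explain the signal. It would have to fit into the 768 bp without another probe, and it cannot be told apart on the array from a breakpoint within the probe, which is what the paper concludes from sequencing.

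Low probes alike in all 4 plants numbered 35 at -2 or lower, of which 18 lay on chromosome 16. A dye bias of single probes, independent of their neighbors, is argued against by 11 of the 35 lying within 3 probes of another, when at most 2 did in 1000 random sets. At all 35 Cy5 was well above background. The putative homozygous deletions of P06 on chromosomes 16 and 18, 7 regions in all, were at or below -2 in every plant, so they do not separate P06 from P05. The regions of chromosome 18, from 13125971 to 13215670, lay between probes high in all 4 plants, at 12940283 to 12940342 and 13247431 to 13247485. A deletion alone would not give such higher probes beside them. No biological explanation was tested.

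Plant 39 of P05 stood at least 2 lower than each other plant at 346 probes and at least 2 higher at 575, most of the latter in the windows of 1 Mb that hold the regions of chromosomes 6, 10 and 14 deleted in the other plants. The corresponding counts were 3 and 18 in plant 15, 6 and 2 in plant 35, and 10 and 5 in plant 45. In plant 39, 2 windows of 1 Mb held at least 2 probes of each direction. Between 39 and 40 Mb of chromosome 2, 2 probes were higher in plant 39 and 3 were lower. Between 37 and 38 Mb of chromosome 20, 36 probes were higher in plant 39 and 7 were lower. A deletion alone in plant 39 is argued against by the 36 higher probes. Another haplotype of that stretch may be present in plant 39, as probes went both ways, with 7 lower, but it cannot be told apart from separate gains and losses with this array.

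Regions with a mean of 0.5 or higher in P06 numbered 76, of which 28 had such a mean in every plant. The 5 with most probes lay on chromosome 3 from 39662944 to 39683160 (26 probes, mean 0.54), chromosome 6 from 12013553 to 12027611 (24 probes, 0.62), chromosome 9 from 4245534 to 4263417 (22 probes, 0.66), the chromosome 18 region with 16 probes, and chromosome 1 from 42481352 to 42494075 (14 probes, 0.56). A region of chromosome 18 from 16933716 to 16942633 (mean 0.53) also had 14 probes and ties with the last of these. At the first of these, Cy5 was not well above background at 80.8 to 84.6% of the probes, so its ratio compares signals near background.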
